# From Extracellular Vesicles-Related Genes to Angiogenesis: KRT7 as a Modulator of the VEGF/VEGFR signaling-dependent angiogenesis in Pancreatic Adenocarcinoma

**DOI:** 10.7150/ijms.129654

**Published:** 2026-05-01

**Authors:** Tianyin Ma, Xiangdong Gongye, Cairang Dongzhi, Shuxian Ma, Yibo Chai, Wing-Wa Guo, Qikun Wang, Ming Tian

**Keywords:** KRT7, VEGF/VEGFR signaling-dependent angiogenesis, pancreatic adenocarcinoma, prognostic model, extracellular vesicles

## Abstract

**Background & Aims**: Pancreatic adenocarcinoma (PAAD) is a highly aggressive malignancy with limited treatment options and a poor prognosis. Extracellular vesicles (EVs), which play a central role in intercellular communication, have emerged as promising non-invasive biomarkers for both diagnosis and prognosis. This study aimed to identify EV-related genes, construct a more accurate prognostic model using data from multiple databases, and explore the functional roles of key genes in PAAD.

**Methods & Results**: Four publicly available datasets, PAAD_ExoRbase, TcgaTargetGtex-PAAD, GSE62452_GPL6244, and GSE78229_GPL6244, were analyzed, leading to the identification of 40 differentially expressed EV-related genes. Using the Least Absolute Shrinkage and Selection Operator (LASSO) Cox regression, five prognostic genes, *KRT7*, *KRT19*, *CXCL5*, *TNFRSF13C*, and *GP1BA*, were selected to construct a nomogram model for predicting patient outcomes. Single-cell analysis showed that these five genes were expressed in T-proliferative, malignant, and ductal cells. Analyses of immune cell infiltration and immune checkpoints further supported the model's prognostic performance. The regulatory role of the key gene *KRT7* was validated in an in-house cohort and confirmed through in vitro experiments and RNA sequencing. Furthermore, analyses of conditioned medium, EV isolation and characterization, and endothelial tube formation assays demonstrated that EVs derived from CFPAC-1 cells carrying *KRT7* enhanced PAAD angiogenesis through VEGF/VEGFR signaling.

**Conclusion:**

A robust prognostic model was established that connects overall survival with immune status in patients with PAAD. This model may offer valuable guidance for tailoring personalized therapies according to patient subtypes. The mechanisms underlying the regulatory role of the key gene *KRT7* in this model were further investigated, revealing *KRT7* as a pivotal regulator of VEGF/VEGFR signaling-mediated angiogenesis in PAAD.

## Introduction

Pancreatic adenocarcinoma (PAAD) is among the most lethal malignancies, with a five-year survival rate of only 10% 1. More than 80% of patients are diagnosed at advanced or metastatic stages, largely because the disease remains asymptomatic in its early phases 2. Despite improvements in surgical approaches, effective treatments for advanced PAAD are still lacking, and patient outcomes remain poor. Although *KRAS*, *CDKN2A*, *SMAD4*, and *TP53* have been identified as key driver genes in PAAD, progress in developing targeted therapies has been limited 3. Further, patients frequently develop rapid resistance to conventional chemotherapy, underscoring the need for a deeper understanding of the tumor microenvironment, immune landscape, and mechanisms of intercellular communication 4,5.

Extracellular vesicles (EVs) have attracted attention as promising biomarkers due to their ability to transport biomolecules, including proteins, lipids, and nucleic acids, with high stability and abundance in biological fluids 6. EVs contribute to tumor initiation, progression, and metastasis by facilitating intercellular communication. Evidence suggests that the packaging of biomolecules into EVs is a regulated rather than a random process. For example, EVs derived from breast carcinoma and prostate adenocarcinoma have been shown to promote tumor progression through the transfer of specific microRNAs (miRNAs) 7. Similarly, exosomal miR-200 from metastatic breast cancer enhances epithelial-mesenchymal transition (EMT) and promotes metastasis in less aggressive breast cancer cells 8.

In this study, RNA expression data associated with PAAD-derived EVs were analyzed using datasets from ExoRbase, UCSC Xena, and GEO. Single-cell analysis was performed to trace the cellular origin of these EVs. The role of *KRT7* and its underlying mechanisms in PAAD was investigated. This work aimed to develop a robust prognostic model for PAAD and to provide insights into potential biomarkers and the molecular mechanisms driving this aggressive disease.

## Materials and Methods

### Dataset preparation and preprocessing

Information on blood-circulating EV-associated RNA expression profiles from 164 patients with PAAD and 118 healthy donors was obtained from the ExoRbase database. These data were integrated and log-transformed using log2(TPM + 1) to generate the PAAD_ExoRbase dataset.

RNA expression profiles and corresponding clinical data for tumor and normal samples were retrieved from Xenabrowser_TcgaTargetGtex (UCSC Xena). This dataset included 178 tumor samples, 4 peritumoral samples, and 167 GTEx samples for normal-tumor comparisons. Expression values were log2-transformed as log2(TPM + 0.001). Tumor samples lacking clinical information or with an overall survival (OS) time of zero were excluded, leaving 177 PAAD samples, referred to as the TCGA-PAAD dataset. The associated clinical characteristics are summarized in **Table S1**.

RNA expression matrix files GSE62452_GPL6244 and GSE78229_GPL6244 were downloaded from the GEO database, along with their corresponding probe annotation file (GPL6244). Probes were mapped to gene symbols, and those corresponding to multiple genes were excluded. When multiple probes corresponded to a single gene, median expression values were used. Duplicate and incomplete samples were removed before analysis. Clinical information for these datasets is provided in **Tables S2**,** S3**, and **S4**.

### Differential expression analysis

Differentially expressed genes (DEGs) were identified using the “limma” R package, with criteria of | log_2_(fold change, FC) | > 1 and adjusted *p* < 0.05. Heatmaps and volcano plots were generated using the “ComplexHeatmap” and “ggplot2” packages, respectively. The intersecting DEGs from the PAAD_ExoRbase and TcgaTargetGtex-PAAD datasets were selected for further analyses.

### Enrichment analysis

Gene ontology (GO) analysis was conducted to annotate the molecular functions (MFs), cellular components (CCs), and biological processes (BPs) of the genes. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was also performed to explore potential functional roles. Both analyses were conducted using the “ClusterProfiler” package, with *p* < 0.05 considered statistically significant.

### Mutation analysis

Gene mutations were analyzed using data from multiple sources, including 177 tumor tissue samples from the TCGA-PAAD dataset, 178 samples from the TCGA-PAAD single-nucleotide variation (SNV) cohort, and 184 samples from the TCGA-PAAD copy number variation (CNV) cohort. Overlapping samples across these datasets were selected for detailed analysis, yielding 170 samples for SNV analysis and 176 samples for CNV analysis.

### Construction and validation of the prognostic signature

Univariate Cox regression analysis (UVA) was performed on the overlapping differentially expressed genes (DEGs) to identify EV-related survival genes, using a significance threshold of *p* < 0.05. Subsequently, a least absolute shrinkage and selection operator (LASSO) Cox regression analysis was performed to identify redundant genes and develop a prognostic signature.

The following formula was employed for calculating the risk score (RS) for individual patients:

Where *n* represents the number of genes, *expi* is the expression level of gene i, and *βi* is the corresponding regression coefficient.

Patients were stratified into high-risk (HRG) and low-risk (LRG) groups according to the median risk score (RS). Overall survival (OS) between the two groups was compared using the “survminer” package, while time-dependent receiver operating characteristic (ROC) curves were generated with the “timeROC” package to assess the predictive performance of the model. Univariate and multivariate Cox regression analyses (UVA and MVA) were further conducted to evaluate whether the RS served as an independent prognostic factor. The same formula was then applied to the validation datasets (GSE62452_GPL6244 and GSE78229_GPL6244) to calculate RS and validate the prognostic model.

### Single-cell analysis

The GSE111672 dataset was downloaded from the GEO database. Single-cell data from GSE111672 were analyzed to identify the potential cellular origins of the five prognostic genes, and the RS of cell subpopulations were calculated using the prognostic model.

### Estimation of immune cell infiltration in the tumor immune microenvironment (TIME)

The relative abundance of immune cell infiltration in the TIME was quantified using the single-sample gene set enrichment analysis (ssGSEA) algorithm. Gene sets corresponding to each TIME-infiltrating immune cell subtype, including macrophages, regulatory T cells, activated dendritic cells (DCs), activated CD8^+^ T cells, and natural killer (NK) cells, were obtained from Charoentong *et al*. 9 research. Enrichment scores from ssGSEA were used to represent the relative abundance of each immune cell subtype in each sample.

### In-house cohort

The in-house cohort included 33 patients who underwent surgical resection at the Department of Hepatobiliary and Pancreatic Surgery, Zhongnan Hospital of Wuhan University, between 2020 and 2023. None of the patients received neoadjuvant chemotherapy. Written informed consent was obtained from all participants before enrollment, in accordance with the Declaration of Helsinki. The study was approved by the Medical Ethics Committee of Zhongnan Hospital of Wuhan University (2025004K). All sample collection and processing procedures were carried out in strict adherence to ethical standards. Clinical details of the in-house cohort are summarized in **Table S5**.

### Cell culture and transfection

The CFPAC-1 PAAD cell line was obtained from Procell Life Science & Technology Co., Ltd. and maintained in Iscove's Modified Dulbecco's Medium (IMDM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin (P/S). Human umbilical vein endothelial cells (HUVECs), also purchased from Procell Life Science & Technology Co., Ltd., were cultured in Dulbecco's Modified Eagle Medium (DMEM) containing 10% FBS and 1% P/S. Transfection experiments were carried out according to previously published methods 10,11.

### RT-qPCR, immunohistochemistry (IHC), and western blotting

RT-qPCR, IHC, and Western blotting were performed according to protocols detailed in our previously published studies 12,13. The primer sequences used for RT-qPCR are listed in **Table S6**, and details of the antibodies used for IHC and Western blotting are provided in **Table S7**.

### *In vitro* experiments

*In vitro* experiments, including colony formation, wound-healing, and Tanswell assays, were conducted according to protocols described in earlier research 14. All techniques adhered to previously validated methods.

### RNA sequencing (RNA-seq)

RNA-seq was performed according to the experimental procedures outlined in the previous literature 15. The raw sequencing data have been deposited in the GEO database (GSE283773) for reference and future research.

### Endothelial tube formation assays

Tube formation assays were conducted as previously described 16. Briefly, conditioned media were collected from CFPAC-1 cells transfected with siKRT7 or negative control siRNA (NC). For specific treatments, VEGF (HY-P7110A, MCE, USA) or Axitinib (HY-10065, MCE) was added to the conditioned media. HUVECs were seeded in Matrigel-coated wells and cultured with the prepared conditioned media for 6-8 hours, after which tube formation was evaluated and imaged using an inverted fluorescence microscope (IX73, Olympus, Japan). Quantitative analysis of angiogenesis-related parameters, including the area covered, total tube length, total number of branching points, and total number of loops, was performed using WimTub (https://www.wimasis.com).

### Enzyme-linked immunosorbent assay (ELISA)

VEGF levels in the cell culture supernatant were determined using a Human VEGF ELISA Kit (KHG0111, Thermo Fisher Scientific) according to the manufacturer's protocol. Briefly, harvested cell culture supernatants were added to the precoated enzyme plate, and absorbance was measured with a microplate reader after the addition of stop solution.

### Isolation of EVs

CFPAC-1 cells were cultured in medium supplemented with EV-depleted serum (XP Biomed), and the medium was collected for EV isolation. EVs were isolated by differential ultracentrifugation. Briefly, the collected medium was centrifuged at 300 × g for 10 min and 2,000 × g for 20 min to remove cells and cellular debris, followed by centrifugation at 10,000 × g for 30 min to remove larger vesicles. The supernatant was then filtered through a 0.22 μm filter and ultracentrifuged at 120,000 × g for 70 min at 4 °C. The pellet was resuspended in saline and centrifuged again at 120,000 × g for 70 min for further purification. The final EV pellet was resuspended in saline and stored at -80 °C until further use. All centrifugation procedures were performed at 4 °C.

### Resistive pulse sensing (RPS)

To assess the size distribution of EVs, resistive pulse sensing (RPS) analysis was performed using a NanoCoulter counter (Resun Technology Co., Ltd., Shenzhen, China) based on the Coulter principle. A customized chip was used according to the specific measurement range required for analyte detection.

### Transmission electron microscopy (TEM)

TEM was used to characterize the morphology of EVs. Purified EVs suspended in PBS were placed onto copper grids, stained with 2% uranyl acetate, and dried under an infrared lamp. The grids were then examined using a transmission electron microscope (Talos L120C G2, Thermo Fisher Scientific, USA).

### Immunoelectron microscopy

Immunoelectron microscopy was used to detect *KRT7* on EVs. For immunogold labeling, EVs in saline at a concentration of 1 × 10^9^ particles/mL were loaded onto glow-discharged copper grids, followed by blocking and incubation with a rabbit anti-human polyclonal antibody against *KRT7* (Proteintech, 17513-1-AP). The grids were then incubated with a 10 nm gold-conjugated anti-rabbit secondary antibody (Solarbio, K1034G-G35). After each incubation step, the grids were washed five times with saline and ten times with ultrapure water. The samples were subsequently stained with 2% uranyl acetate and observed under a transmission electron microscope (Talos L120C G2, Thermo Fisher Scientific, USA).

### Direct treatment with EVs

After isolation, EVs were directly added to endothelial cell culture medium for subsequent functional assays. Briefly, 100 μL of EV suspension, diluted according to the particle concentration determined by RPS, was added to each well. Referring to our previously published study, the final concentration of EVs in the culture medium was set at 1 × 10^10^ particles/mL 17. Freshly isolated EVs from the same preparation batch were used in each assay to ensure experimental consistency.

### Statistical analysis

Statistical analyses were conducted using R software V4.1.2. The Wilcoxon test was used for comparisons between two groups, and the Kruskal-Wallis test for comparisons across multiple groups. Survival analyses were conducted using the Kaplan-Meier (KM) method, with the log-rank test used to assess differences in OS between groups. UVA and MVA were employed to determine the independent prognostic value of RS when combined with clinical features. ROC curves were generated to evaluate the predictive efficiency of the risk model for 1-, 3-, and 5-year OS. Statistical significance was defined as *p* < 0.05. By convention: **** indicates *p* < 0.0001, *** indicates *p* < 0.001, ** indicates *p* < 0.01, indicates *p* < 0.05, and n.s. indicates non-significance.

## Results

### Differential expression and UVA of EV-related genes

Initially, DEGs were analyzed in the PAAD EVs (PAAD_ExoRbase) cohort (**Figure 1A**). Using a filtering threshold of |log₂ FC| > 1 and adjusted *p* < 0.05, 83 DEGs were identified, including 25 upregulated genes and 58 downregulated genes. The expression levels of *KRT19, MTRNR2L12, MTRNR2L8*, and *FGG,* among other genes, were significantly upregulated, while genes such as *TNFRSF13B, PAX5*, and *CCR7,* among other genes, showed downregulation (**Figure 1B**). Next, the TCGA Target GTEx-PAAD cohort was analyzed using the same filtering criteria, yielding 12,273 DEGs: 11,510 upregulated and 763 downregulated. Among these, *MISP, CST4, MMP12*, *CORO2A,* and some other genes showed significant upregulation, whereas *CRNN, ANKRD62, ATP4A*, *RBM20,* and other genes were significantly downregulated (**Figure 1C**). By intersecting the DEGs from the two cohorts, 40 EV-related genes were identified as overlapping. Within the TcgaTargetGtex-PAAD cohort, genes such as *KRT19, MMP9, SLPI*, and *CEACAM6*, among other genes, were significantly upregulated, while *MTRNR2L6, KLK1*, *APOA2*, and some other genes were significantly downregulated (**Figure 1D-E**).

To explore the association between these 40 EV-associated DEGs and the prognosis of PAAD patients, UVA was performed using the TCGA-PAAD dataset. Nine EV survival-related genes were found: *KRT7, GP1BA, KRT19, MMRN1, KRT18, KRT8, CXCL5, TNFRSF13C*, and *TRAPPC3L*. Among these, six genes, *KRT7, KRT19, KRT18, KRT8, CXCL5,* and *TRAPPC3L* (hazard ratio [HR] > 1) were identified as risk factors, while three genes, *GP1BA, MMRN1,* and *TNFRSF13C* (HR < 1) were protective factors for PAAD patients (**Figure 1F**).

The prognostic significance of these genes was further evaluated by dividing patient data into high- and low-expression groups. The KM curves showed that high expression levels of *KRT7*, *KRT19*, *KRT18*, *KRT8*, and *CXCL5* were associated with lower OS. In comparison, high expression levels of *GP1BA*, *MMRN1*, and *TNFRSF13C* were associated with higher OS rates, consistent with the UVA results (**Figure 1G**).

### Clustering and mutation analyses of the survival-associated genes

The biological roles of the nine EV-related survival genes were further explored through enrichment analyses. GO analysis showed that these genes were involved in BPs, including cytokine- and tumor necrosis factor-mediated signaling (**Figure 2A**). In terms of CCs, they were primarily associated with the intermediate filament and the intermediate filament cytoskeleton (**Figure 2B**). For MFs, the genes were mainly enriched in scaffold protein binding and CXCR chemokine receptor binding (**Figure 2C**). KEGG pathway analysis further indicated significant enrichment in pathways including *Staphylococcus aureus* infection and estrogen signaling (**Figure 2D**).

To extend the analysis, proteomic data for PAAD at Levels 3 and 4 were obtained from the TCPA database. However, no corresponding data for the EV-related survival genes were available in the TCPA dataset, which prevented further investigation at the proteomic level.

Mutations in the EV survival-related genes associated with PAAD were also investigated. **Figure 2E** illustrates SNVs within the genes, showing relatively few SNVs among the EV survival-related genes. Only two samples showed SNVs, with four gene mutations (*MMRN1*, *KRT19*, *KRT7*, and *TNFRSF13C*) detected at a frequency of 1%. **Figure 2F** presents the CNV data, highlighting relatively high mutation rates for *KRT19* (8%) and *TNFRSF13C* (6%).

### Construction and validation of the prognostic model

The impact of the nine genes on OS was analyzed using LASSO Cox regression, yielding five selected genes and their corresponding coefficients. These coefficients were used to calculate the RS for each patient (**Figure 2G-I**). The impact of the RS on OS, constructed from the five selected genes, was evaluated. In the TCGA-PAAD dataset, patients were classified as LRG or HRG based on the median RS. KM analysis revealed that patients in the HRG had significantly shorter OS times than those in the LRG (**Figure 3A**). The prognostic model demonstrated good predictive performance for OS in the TCGA-PAAD training cohort, with areas under the curve (AUC) of 0.764, 0.741, and 0.664 for 1-, 3-, and 5-year survival, respectively (**Figure 3B**). Furthermore, the RS distribution was continuous, with no outliers or extreme values detected, and a clear association between lower RS and longer OS was observed (**Figure 3C-D**).

The robustness of the prognostic model developed using the TCGA-PAAD training cohort was further evaluated in two independent datasets (GSE62452_GPL6244 and GSE78229_GPL6244). Applying the same algorithm, risk scores (RS) were calculated for each sample in the validation cohorts. Kaplan-Meier analyses, ROC curves, and the distributions of RS and survival time consistently demonstrated that patients in the HRG had significantly shorter OS than those in the LRG. The model exhibited strong predictive performance for OS across both validation datasets (**Figure 3F-I, 3K-N**). The expression levels of key prognostic genes were assessed in both the training and validation cohorts, revealing consistent patterns across datasets (**Figure 3E, 3J, 3O**). These results confirm that the prognostic model is robust and reliable, offering an effective tool for predicting outcomes in patients with PAAD.

### RS as an independent prognostic factor (IPF)

The potential of the RS as an IPF was assessed by stratifying patients in the TCGA-PAAD cohort according to clinical characteristics. OS analyses within these subgroups showed that patients in the HRG had poorer outcomes than those in the LRG across most clinical categories, supporting the robustness of the prognostic model (**Figure 3P**). Analysis of the relationship between RS and clinical features revealed significant differences in RS across tumor grade, KRAS mutation status, and TP53 mutation status (**Figure 3Q, Fig. S1**).

UVA demonstrated a significant association between RS and OS in the TCGA-PAAD cohort (**Figure 4A**). After adjusting for potential confounders, MVA confirmed that RS remained an independent predictor of OS (**Figure 4B**). Similar findings were observed in the two validation cohorts, further supporting the reliability of RS as an IPF (**Figure 4C-F**).

A nomogram was constructed to develop a clinically applicable predictive model for PAAD patients using the RS and other IPFs to estimate OS at 1-, 3-, and 5-years (**Figure 4G**). The calibration curve demonstrated good agreement between predicted and observed outcomes, showing the nomogram's predictive accuracy (**Figure 4H**). Decision curve analysis (DCA) further validated the model's clinical utility, suggesting its applicability across a wide range of clinical scenarios (**Figure 4I**).

### Single-cell analysis of the signature source and cell subpopulation RS

Single-cell analysis was performed to trace the cellular origin of the five selected EV-related survival genes and to assess RS distribution across cell subpopulations. Cells from the GSE111672 dataset were clustered, and the RS distribution was visualized (**Figure 5A-C**). Differential analysis showed that T-proliferative cells, ductal cells, and malignant cells exhibited higher RS values (**Figure 5D**). Analysis of gene expression across cell subsets revealed that KRT7 and KRT19, identified as high-risk genes, were major contributors to these elevated scores (**Figure 5E**).

Furthermore, log₂ fold-change analysis of RC across cell subsets indicated that *CXCL5* and *TNFRSF13C*, classified as low-risk genes, were enriched in Mono/Macro cells, fibroblasts, and endothelial cells. These results suggest that *CXCL5* may play an immunosuppressive role through Mono/Macro cells, influencing the tumor immune microenvironment (TIME) (**Figure 5F**). *KRT7* and *KRT19* appear to serve as key markers of malignant cells in PAAD, whereas *CXCL5* and *TNFRSF13C* may indirectly promote tumor progression by modulating the TIME through immune cell regulation. These results highlight the value of the RS model in understanding and predicting PAAD progression.

### Analysis of the RS and TIME

The association between the RS and immune status was further investigated by comparing immune cell infiltration within the TIME between the HRG and LRG groups, using boxplots generated from ssGSEA analysis. The results showed that CD56^dim NK cells and Type 17 helper T cells exhibited higher infiltration levels in the HRG. In comparison, the LRG demonstrated significantly greater infiltration of Activated B cells, Effector memory CD4 T cells, Eosinophils, Mast cells, Monocytes, and Plasmacytoid DCs (**Figure 5G**).

Immune checkpoints, key regulators of immune activation, were analyzed for differential expression between the HRG and LRG. Among the 47 immune checkpoints assessed, 32 showed significant differences, indicating distinct immune regulatory landscapes between the two groups (**Figure 5H**).

### Validation of the key factor *KRT7* in clinical cohort and *in vitro* assays

*KRT7* encodes a keratin family protein specifically expressed in the vasculature and ducts of glandular tissues, playing a role in cytoskeletal formation and in the regulation of cell motility. Identified as a high-risk gene by the prognostic model and single-cell analysis, *KRT7* was further validated in an internal cohort, and its function was explored in the PAAD cell line (**Figure 6A**). The results from TCGA & GTEx datasets, and the in-house cohort, demonstrated significantly elevated mRNA expression of *KRT7* in tumors compared to paracancerous tissues (**Figure 6B-C**). Data from the Human Protein Atlas (HPA) and paired tumor and adjacent normal tissues from three patients confirmed higher *KRT7* protein levels in tumors via IHC (**Figure 6D-E**).

*In vitro* experiments established a *KRT7* knockdown model using the CFPAC-1 cell line (**Figure 6F**). Functional assays showed that *KRT7* knockdown inhibited cell proliferation, migration, and invasion in PAAD cells (**Figure 6G-I**).

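RNA from CFPAC-1 cells, a human PAAD cell line, was sequenced after transfection with a siRNA against KRT7 (si-KRT7, 3 libraries) or with a negative control siRNA (si-Control, 3 libraries). Polyadenylated RNA was captured, copied into cDNA from random primers, amplified as DNA nanoballs and sequenced on the DNBSEQ platform. The sample labels name the mouse as the organism, whereas CFPAC-1 is a human line and all 30543 gene identifiers in the deposited table are human Ensembl identifiers. The authors deposited the number of reads counted on each gene in each library, without normalization. The aligner, the counting tool and the genome build are not named in the paper's text. The si-Control libraries held 34728673, 36315802 and 31932572 counts in replicates 1, 2 and 3. The si-KRT7 libraries held 36218243, 28208896 and 30214594 counts. At this depth the 20 most abundant genes took between 8.63% and 10.1% of the counts of a library. Counts were normalized with edgeR's TMM method, which gave factors between 0.976 and 1.03. The 15736 genes kept by edgeR's filter on low counts, which held 99.9% of all counts, were tested with the quasi-likelihood F-test and Benjamini-Hochberg adjustment. A gene was counted as differentially expressed with an adjusted p under 0.05 and an absolute log2 fold change over 1. The files do not pair the identifiers with gene names, so KRT7 itself was not looked up here, and genes are given by identifier.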

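In si-KRT7 cells, 46 of the 15736 genes tested were differentially expressed, 23 higher and 23 lower than in si-Control cells. Without the fold change limit, 325 genes had an adjusted p under 0.05 in the quasi-likelihood test. The groups did not overlap in any of the 46 genes, which their selection by p and fold change favors. Over all genes tested the share without overlap was 24.4%, where chance gives 10% for a single gene. Genes measured in the same 6 libraries are not independent, so no conclusion is drawn from this share. Among genes that met the fold change and count limits, the identifier with the largest decrease was ENSG00000135480. Its level was 1747 ± 43.4 CPM (SD, n = 3) in si-Control cells and 251 ± 59.4 CPM (SD, n = 3) in si-KRT7 cells, a log2 fold change of -2.80 (standard error 0.16 derived from the F statistic, adjusted p = 4.36e-04 from edgeR's quasi-likelihood test). In si-KRT7 replicates 1, 2 and 3 it stood at 12.2%, 18.3% and 12.6% of the si-Control mean. ENSG00000162407 followed, with 43.0 ± 1.11 CPM (SD, n = 3) in si-Control cells, 12.9 ± 1.55 CPM (SD, n = 3) in si-KRT7 cells and a log2 fold change of -1.73 (adjusted p = 6.38e-04 in edgeR). Under the same limits, which include a mean of at least 50 counts per library, the identifiers with the largest increases were ENSG00000268104 and ENSG00000137745. ENSG00000268104, with 26 to 127 counts per library, had a log2 fold change of 1.76 (standard error 0.25, adjusted p = 0.0140 in edgeR), and ENSG00000137745, with 58 to 231 counts, one of 1.47 (standard error 0.17, adjusted p = 0.00741 in edgeR). For each of these 4 genes the two-sided exact permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. The 4 genes were chosen among those without overlap between the groups. That choice fixed this p, so it adds no support. Both decreases passed both limits with each library left out in turn, with a log2 fold change between -3.02 and -2.70 for ENSG00000135480 and between -1.81 and -1.64 for ENSG00000162407. The increases did not: ENSG00000268104 passed in 1 and ENSG00000137745 in 3 of the 6 fits that each left out a library. Of the alternatives, limma-voom with sample quality weights moved the number of differentially expressed genes furthest, from 46 to 443. Without si-KRT7 replicate 2, 6944 genes had an adjusted p under 0.05, and 356 of them also passed the fold change limit, whereas the fits without any other library gave between 6 and 87 genes with an adjusted p under 0.05.

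**Figure D1:**
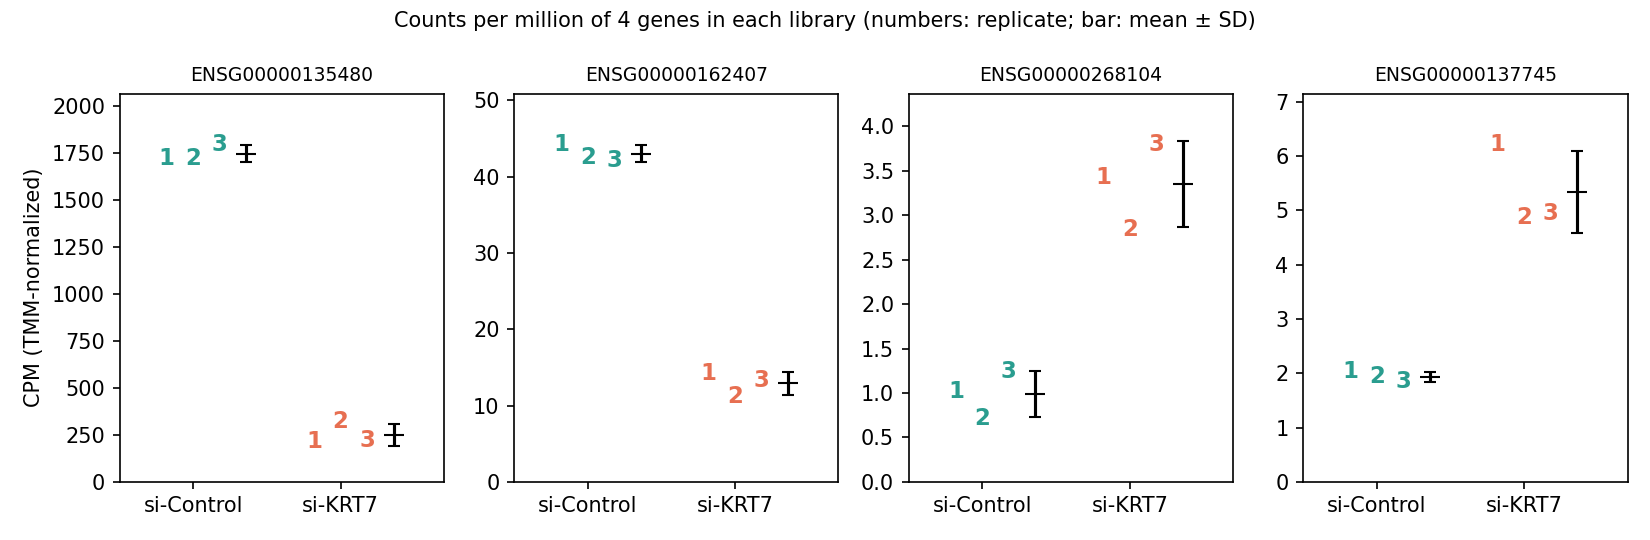
CPM (TMM-normalized, vertical axes from 0) of the 4 identifiers in the 3 si-Control and 3 si-KRT7 libraries. Each digit is the replicate number of a library and each bar the mean ± SD; all si-KRT7 libraries lie below si-Control for the left pair of identifiers and above it for the right pair.

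**Figure D2:**
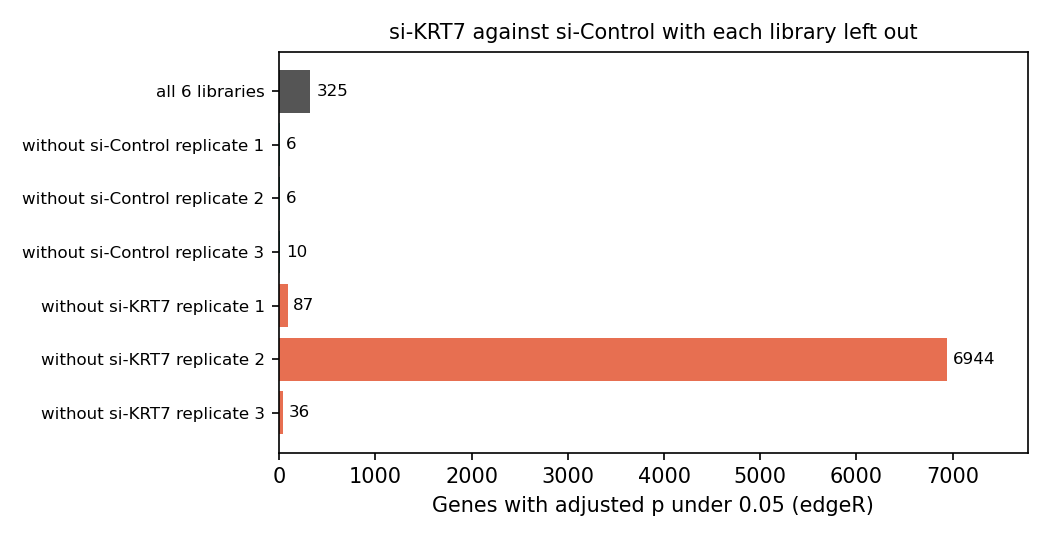
Number of genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test of si-KRT7 against si-Control, with all 6 libraries (325 genes) and with each library left out. The bar without si-KRT7 replicate 2 reaches 6944 genes.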

RNA-seq and enrichment analyses revealed functional changes associated with *KRT7* knockdown (**Figure 6J-L, Figure S2**). In BPs, enrichment of terms such as "aging" suggested that *KRT7* knockdown increases cellular stress accumulation, functional decline, or markers of senescence, potentially suppressing tumor cell proliferation and division. Enrichment of "negative regulation of cell projection organization" underscored *KRT7*'s role in cytoskeletal organization and in the formation of membrane protrusions. These findings indicate that *KRT7* knockdown disrupts cell polarity and motility, reducing migration and invasion ability (**Figure 6M**).

In CCs, terms such as "cortical cytoskeleton" and "cell periphery" highlighted *KRT7*'s role in maintaining cytoskeletal structure and cellular boundaries. These results confirm that *KRT7* functions as a key cytoskeletal component, with its knockdown impairing cell polarity, adhesion, and migration (**Figure 6N**).

In MFs, terms like "oligosaccharide binding" and "lactose binding" suggested that *KRT7* knockdown might disrupt interactions with glycan-related molecules, including cell adhesion molecules and extracellular matrix proteins, which further explain the observed reduction in invasion capacity (**Figure 6O**).

KEGG enrichment analysis revealed significant enrichment in pathways such as “MicroRNAs in cancer,” suggesting that *KRT7* knockdown may influence PAAD cell invasion and migration by regulating cancer-associated microRNAs. Enrichment of the “VEGF signaling pathway” indicated that *KRT7* knockdown could inhibit tumor angiogenesis, limiting invasion, metabolic adaptation, and nutrient supply in PAAD (**Figure 6P**).

These results indicate that *KRT7*, as a high-risk gene in PAAD, promotes cancer cell proliferation, migration, and invasion by preserving cytoskeletal structure and cellular polarity. *KRT7* may enhance tumor angiogenesis, metabolic adaptation, and immune evasion by regulating key oncogenic pathways, including VEGF signaling and microRNA networks.

### *KRT7* carried by CFPAC-1 cell-derived EVs promotes angiogenesis in PAAD through the VEGF/VEGFR signaling pathway

Based on KEGG enrichment results that highlighted the VEGF signaling pathway as a potential mediator, we further examined whether *KRT7* regulates angiogenesis through VEGF/VEGFR signaling using functional and mechanistic analyses in a *KRT7*-knockdown model. Western blot analysis showed that *KRT7* knockdown significantly decreased the phosphorylation of VEGFR2 and AKT, two key components of the VEGF/VEGFR pathway. VEGF treatment partially restored the phosphorylation levels of both VEGFR2 and AKT, suggesting that *KRT7*-driven angiogenesis is dependent on VEGF/VEGFR signaling (**Figure 7A**).

Furthermore, endothelial tube-formation assays in HUVECs showed that conditioned media from *KRT7*-knockdown cells significantly impaired tube formation, as evidenced by reductions in covered area, total tube length, total number of branching points, and total number of loops (**Figure 7B**). The values of these angiogenesis-related parameters partially recovered after VEGF treatment, whereas Axitinib, a VEGFR inhibitor, completely abolished the rescue effect. Similar inhibitory effects were observed following GW4869 treatment, indicating that EV secretion plays a role in the pro-angiogenic activity. When conditioned media from *KRT7*-knockdown cells were combined with Axitinib, no significant difference in angiogenesis was observed compared to using either *KRT7*-knockdown media or Axitinib alone. To assess whether *KRT7* regulates VEGF secretion, VEGF levels in the culture supernatant were quantified by ELISA. No significant difference was observed between the NC and siKRT7 groups, indicating that *KRT7* knockdown in CFPAC-1 cells does not affect VEGF secretion (**Figure 7C**). EVs derived from CFPAC-1 cells were then isolated and characterized. RPS analysis revealed that EVs from both NC and *KRT7*-knockdown cells exhibited similar size distributions, with a peak diameter of approximately 68-69 nm (**Figure 7D**). Transmission electron microscopy (TEM) further confirmed the characteristic vesicular morphology of the isolated EVs (**Figure 7E**). Moreover, immunoelectron microscopy showed that *KRT7* was present in EVs derived from NC cells, whereas EVs from *KRT7*-knockdown cells lacked detectable *KRT7* (**Figure 7F**).

To further evaluate the role of EV-associated *KRT7* in angiogenesis, purified EVs were directly applied to endothelial cells in tube formation assays. Compared with NC-derived EVs, siKRT7-derived EVs significantly suppressed endothelial tube formation, as evidenced by reduced covered area, total tube length, number of branching points, and total loops. Axitinib diminished the pro-angiogenic effect of NC-derived EVs, and no significant differences were observed between the NC-EV + Axitinib and siKRT7-EV + Axitinib groups across all measured parameters (**Figure 7G**). These results indicate that EVs derived from CFPAC-1 cells carrying *KRT7* promote angiogenesis through the VEGF/VEGFR signaling pathway.

## Discussion

In recent decades, survival outcomes for patients with PAAD have remained poor. Despite its high lethality, PAAD has historically received less attention than other malignancies, resulting in relatively limited funding and research efforts. This imbalance has led to its characterization as a “medical emergency” and represents a substantial global burden 18. Several studies have attempted to improve prognostic assessment. For example, Tomonari Asano and colleagues used the Charlson Age-Comorbidity Index (CACI) to predict outcomes in patients undergoing resection for PAAD 19. Similarly, Si Shi *et al*. examined the relationship between prognosis and the strain ratio (SR) measured by endoscopic ultrasonography elastography 20. Lincheng Li and co-workers further demonstrated that CKS1B regulates cancer cell viability and invasion by modulating PD-L1 expression 21. Although these approaches have improved prognostic prediction, a deeper understanding of molecular mechanisms remains essential for developing effective therapies. These findings may help stimulate further interest and investment in improving outcomes for patients with PAAD.

EVs circulate widely within the body and carry diverse molecular cargo. Their lipid bilayer structure protects enclosed components from degradation, making EVs a reliable source of information reflecting the current pathological state. The persistently poor survival of cancer patients, particularly in PAAD, is largely driven by recurrence. Alterations in small metabolites often accompany tumor progression; however, current detection methods are insufficient for the early identification of recurrence risk 22. In many cases, recurrence is detected only after metastasis, limiting opportunities for timely intervention. Advances in detection strategies could extend the window for postoperative management. Bruno Costa-Silva *et al*. reported that PAAD-derived EVs contribute to the formation of a premetastatic niche in the liver 23. At the same time, Vincent Bernard *et al*. showed that longitudinal monitoring of exoDNA and ctDNA through liquid biopsy provides prognostic value 24. Unlike conventional approaches that analyze molecules within complex biological matrices such as blood, circulating EVs can deliver more specific information about target genes, offering substantial utility for both clinical and research applications. Similarly, J. Castillo *et al*. characterized the surfaceome of PAAD-derived exosomes, enabling more precise isolation of tumor-specific material 25. These advances highlight the potential of EV-based approaches to support personalized treatment strategies and provide a strong foundation for future large-scale prospective studies.

*KRT7* has emerged as an important regulator of cancer progression and metastasis through multiple mechanisms across different tumor types. It has been shown to promote invasion and metastasis in colorectal and breast cancers by modulating key signaling pathways and post-transcriptional processes 26,27. In PAAD, *KRT7* is closely associated with metastatic potential, poor prognosis, and regulation of the immune microenvironment, and it has been identified as a key biomarker for survival prediction, particularly through its involvement in immune-related pathways and interactions with tumor-infiltrating immune cells 28. Moreover, *KRT7* has been linked to cell-in-cell structures, suggesting a role in unique cellular interactions that contribute to PAAD progression 29. These findings underscore the multifaceted role of *KRT7* in PAAD and support its potential as both a diagnostic biomarker and a therapeutic target.

Although PAAD is relatively hypovascular compared with other solid tumors, its limited vasculature and angiogenesis-related signaling within the dense stromal microenvironment remain key drivers of tumor progression and poor clinical outcomes. Chongbiao Huang *et al*. demonstrated the significant involvement of the BICC1/LCN2 signaling axis in PAAD angiogenesis 30. Furthermore, PAAD-derived EVs play a pivotal role in promoting angiogenesis. Kai Chen *et al*. reported that exosomal miR-30b-5p, secreted by hypoxic pancreatic cancer cells, promotes endothelial tube formation by targeting and suppressing GJA1, thus driving angiogenesis 31. Targeting bioactive molecules in PAAD-derived EVs has been shown to mitigate angiogenesis. Xufan Cai *et al*. reported that exosomal miR-204 facilitates vasculogenic mimicry (VM) by the maintenance of DVL3-associated stemness, while Ginsenoside Rg3 can significantly reduce angiogenesis and VM by suppressing miR-204 32. These findings indicate that PAAD-associated angiogenesis is sustained by multiple mechanisms, particularly those involving EVs, suggesting the potential to target angiogenesis to improve clinical outcomes in patients.

In this study, by analyzing PAAD and EV-related datasets, nine EV survival-related genes were identified. Functional clustering analysis revealed their prognostic properties, and five prognostic genes were selected to construct a nomogram model that is highly robust for clinical prognosis prediction. The predictive power of immune status was also evaluated considering the dense fibrous stroma 33 and extensive immunosuppression 34 characteristic of the PAAD microenvironment. One limitation of this study is that internal resampling was not conducted during model development, and the proportional hazards assumption underlying the Cox models was not formally evaluated. Future studies should incorporate resampling-based internal validation and perform proportional hazards diagnostics to enhance the robustness and interpretability of the Cox-based prognostic model.

The findings align closely with those from the first systematic review and meta-analysis by Stefania Bunduc *et al*. 35. Moreover, *KRT7* was selected as a target gene for experimental validation in a clinical cohort and *in vitro*. The results demonstrated that *KRT7* knockdown inhibited the oncological behavior of the CFPAC-1 PAAD cell line. RNA-seq suggested that *KRT7* may promote tumor angiogenesis, metabolic adaptation, and immune evasion in PAAD by altering cytoskeletal integrity and polarity and regulating key cancer-related signaling pathways, including the VEGF signaling pathway and microRNA networks. EV isolation and endothelial tube formation assays further confirmed that *KRT7* is a key driver of angiogenesis in PAAD via the VEGF/VEGFR signaling pathway. Further studies are needed to determine whether targeting EV-associated *KRT7* can offer translational therapeutic benefits, potentially by reducing pro-tumorigenic signaling within the tumor microenvironment.

This innovative work on PAAD prognosis demonstrates the potential of using liquid biopsy methods with EVs to predict tumor progression and metastasis. The constructed prognostic model provides a valuable tool for clinicians to tailor treatments based on individual RS. Furthermore, using an in-house cohort, *in vitro* assays, RNA-seq, and tube-formation assays, this study is the first to propose that *KRT7* promotes PAAD angiogenesis *via* the VEGF/VEGFR signaling pathway. These findings provide a novel perspective for future research on EV-targeted anti-angiogenic therapies for PAAD.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
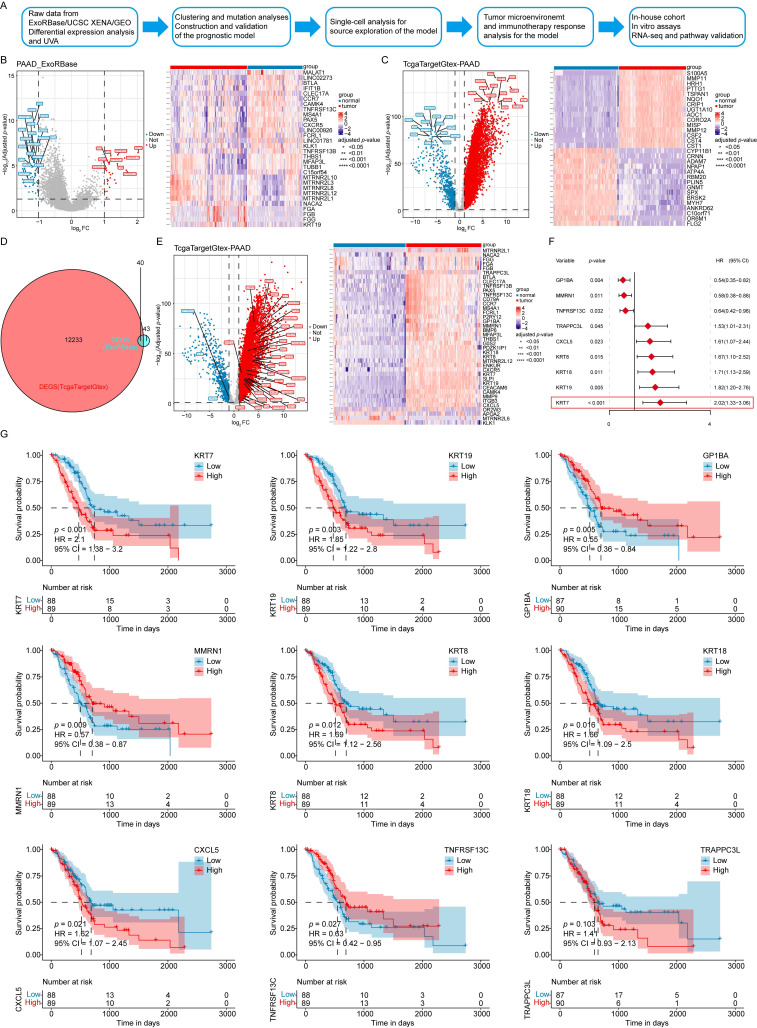
** Differential expression and UVA of EV-related genes.** (**A**) Workflow of the data analysis process. (**B**) Volcano plot and heatmap of differentially expressed genes in the PAAD_ExoRbase cohort. (**C**) Volcano plot and heatmap of differentially expressed genes in the TcgaTargetGtex-PAAD cohort. (**D**) Overlapping exogenes identified in PAAD. (**E**) Volcano plot and heatmap of 40 differentially expressed EV-related genes in the TcgaTargetGtex-PAAD cohort. (**F**) UVA identifying 9 genes associated with OS, with *KRT7* showing the highest HR. (**G**) KM survival curves. ****p ≤ 0.0001; ***p ≤ 0.001; **p ≤ 0.01; *p ≤ 0.05; n.s., no significant.

**Figure 2:**
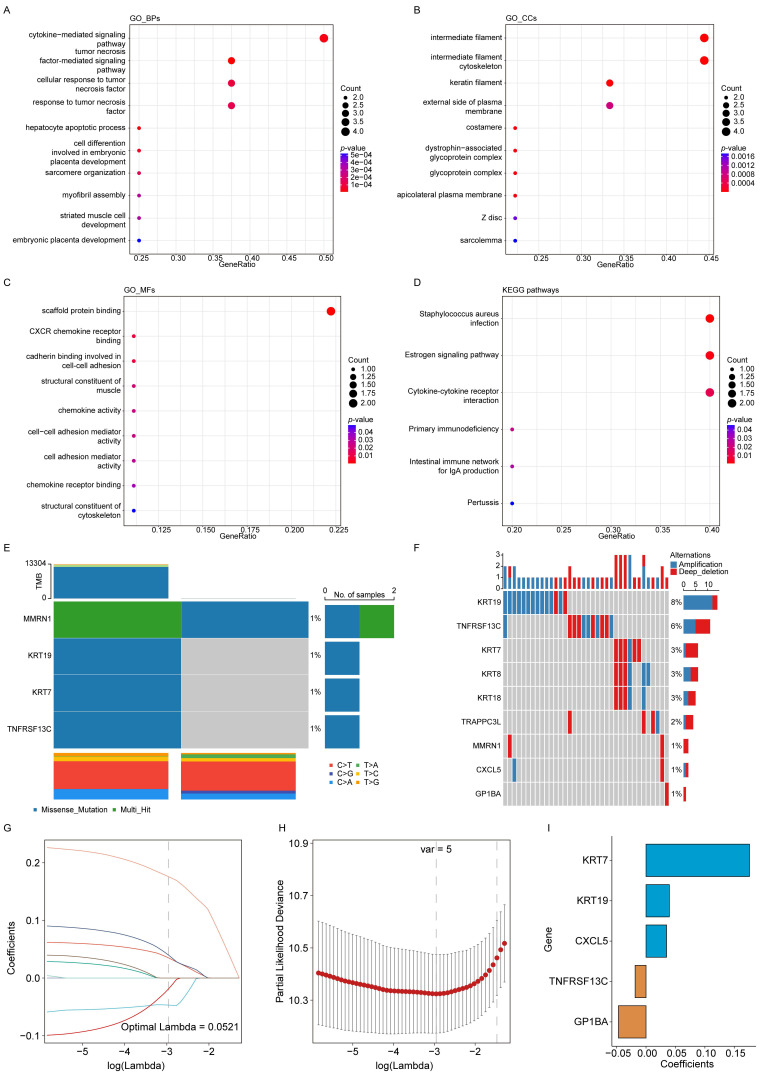
** Clustering and mutation analyses of prognostic genes and construction of the model.** (**A**) GO biological processes (BPs). (**B**) GO cellular components (CCs). (**C**) GO molecular functions (MFs). (**D**) KEGG enrichment analysis. (**E**) SNV analysis of EV survival-related genes. (**F**) CNV analysis of EV survival-related genes. (**G**) Trajectories of 9 independent variables analyzed using LASSO regression. (**H**) Confidence intervals for each lambda value. (**I**) LASSO coefficient profiles of the 5 key prognostic genes.

**Figure 3:**
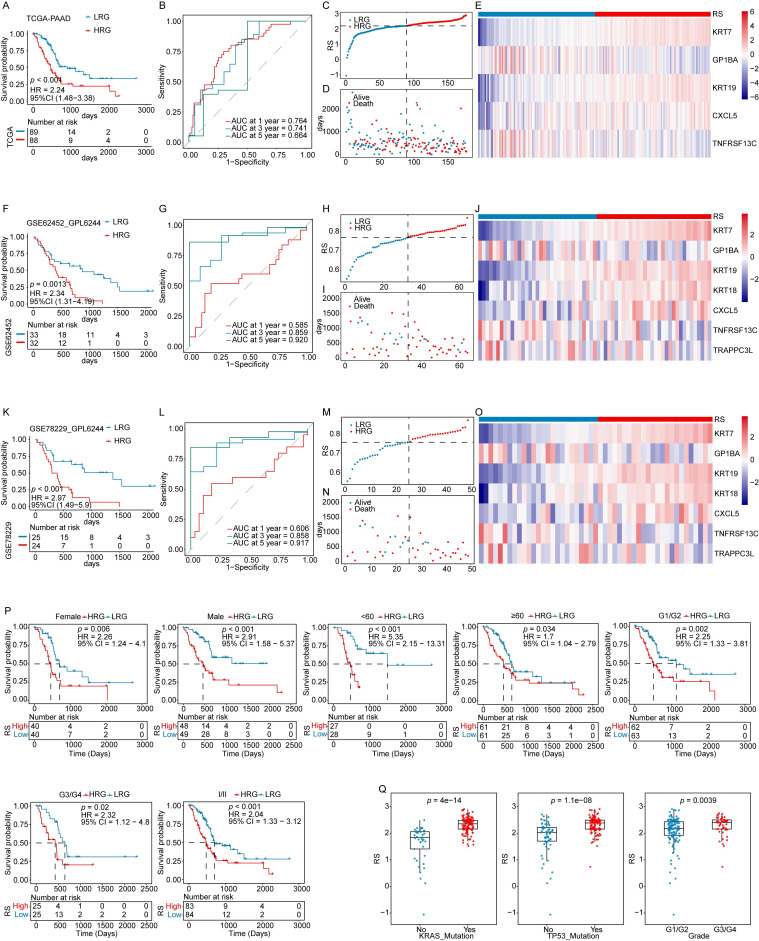
** Validation of the prognostic model.** (i) Validation in the TCGA-PAAD training cohort: (**A**) KM survival curves for high-risk group (HRG) and low-risk group (LRG). (**B**) Time-dependent ROC curves. (**C**) Risk score (RS) distribution for each sample. (**D**) Survival time distribution for each sample. (**E**) Heatmap displaying the expression levels of prognostic genes in both HRG and LRG. (ii) Validation in the GSE62452_GPL6244 validation cohort: (**F**) KM survival curves for HRG and LRG. (**G**) Time-dependent ROC curves. (**H**) RS distribution for each sample. (**I**) Survival time distribution for each sample. (**J**) Heatmap of prognostic gene expression in HRG and LRG. (iii) Validation in the GSE78229_GPL6244 validation cohort: (**K**) KM survival curves for HRG and LRG. (**L**) Time-dependent ROC curves. (**M**) RS distribution for each sample. (**N**) Survival time distribution for each sample. (**O**) Heatmap displaying the expression levels of prognostic genes in both HRG and LRG. (**P**) KM analysis of subgroups with different clinical features. (**Q**) Boxplots showing the association between RS and clinical features.

**Figure 4:**
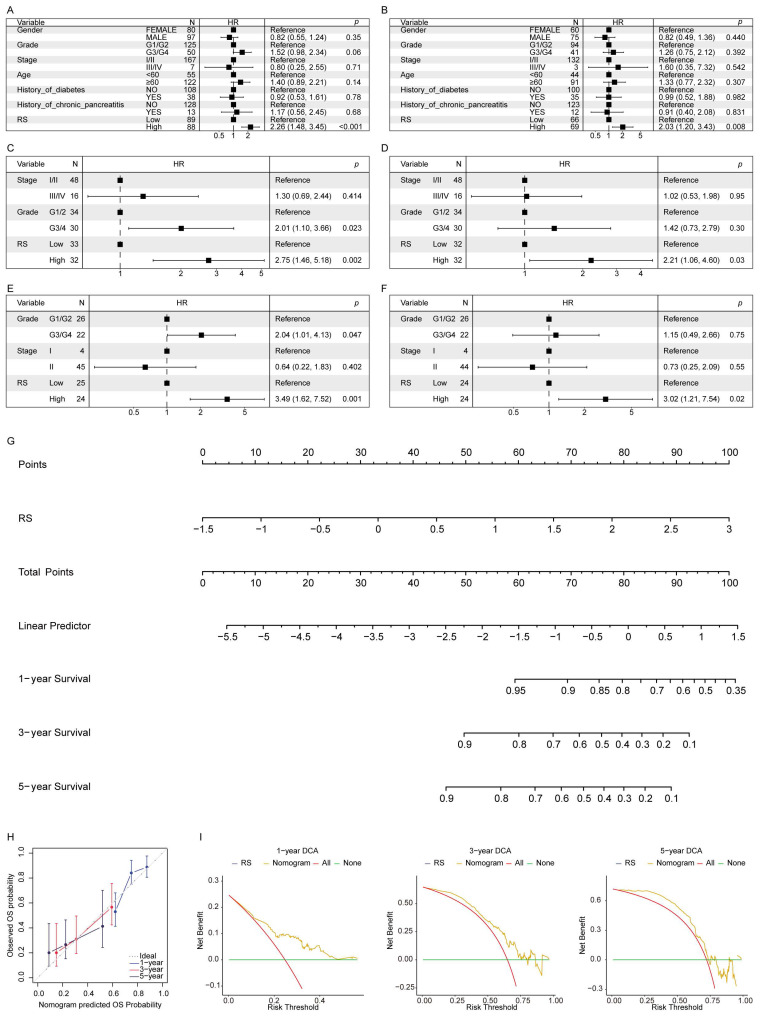
** The risk score as an independent prognostic indicator.** (**A**) UVA in the TCGA-PAAD cohort. (**B**) MVA in the TCGA-PAAD cohort. (**C**) UVA in the GSE62452_GPL6244 validation cohort. (**D**) MVA in the GSE62452_GPL6244 validation cohort. (**E**) UVA in the GSE78229_GPL6244 validation cohort. (**F**) MVA in the GSE78229_GPL6244 validation cohort. (**G**) The nomogram model constructed using the TCGA-PAAD cohort. (**H**) Calibration curves for 1-, 3-, and 5-year OS in the nomogram model. (**I**) DCA curves for 1-, 3-, and 5-year survival based on the clinical model.

**Figure 5:**
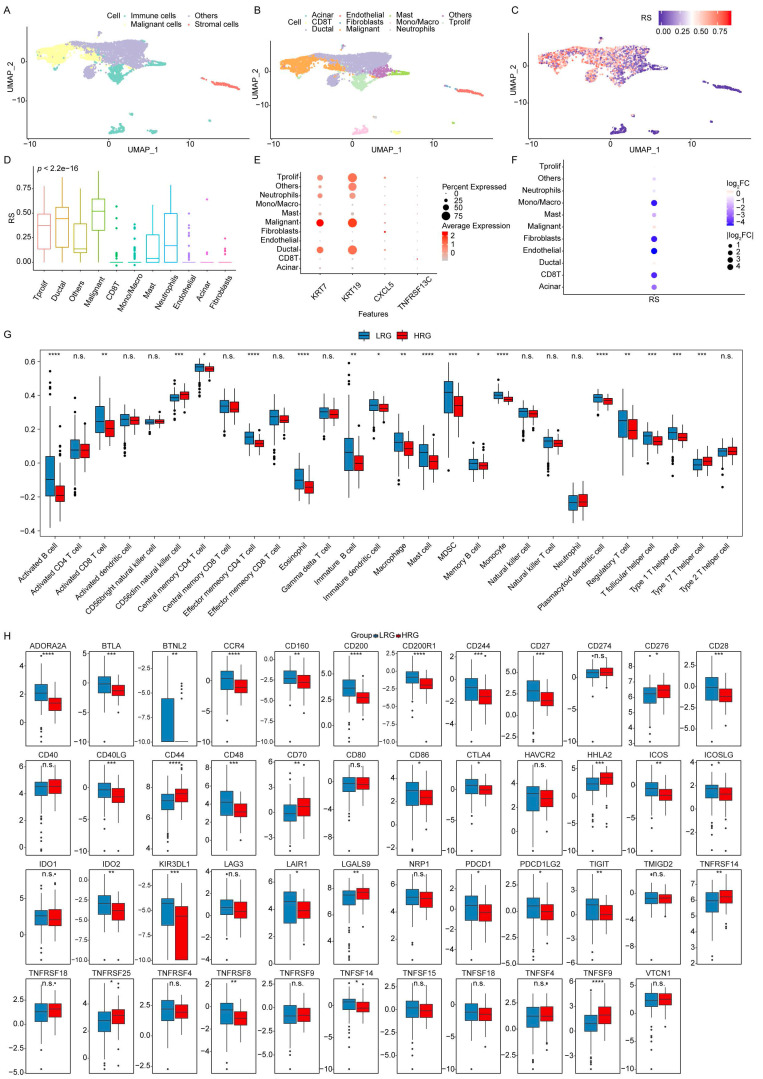
** Single-cell and ssGSEA analysis of the prognostic model.** (**A**) Distribution of malignant, stromal, and immune cells. (**B**) Distribution of individual cell subpopulations. (**C**) Enrichment of RS in different cell subpopulations. (**D**) Distribution of RS across cell subpopulations. (**E**) Expression of prognostic genes in individual cell subsets. (**F**) Log_2_ FC in RS across cell subsets. (**G**) Comparison of immune cell infiltration in the TIME between HRG and LRG using ssGSEA. (**H**) Comparison of the expression profiles of immune checkpoint between HRG and LRG. ****p ≤ 0.0001; ***p ≤ 0.001; **p ≤ 0.01; *p ≤ 0.05; n.s., non-significant.

**Figure 6:**
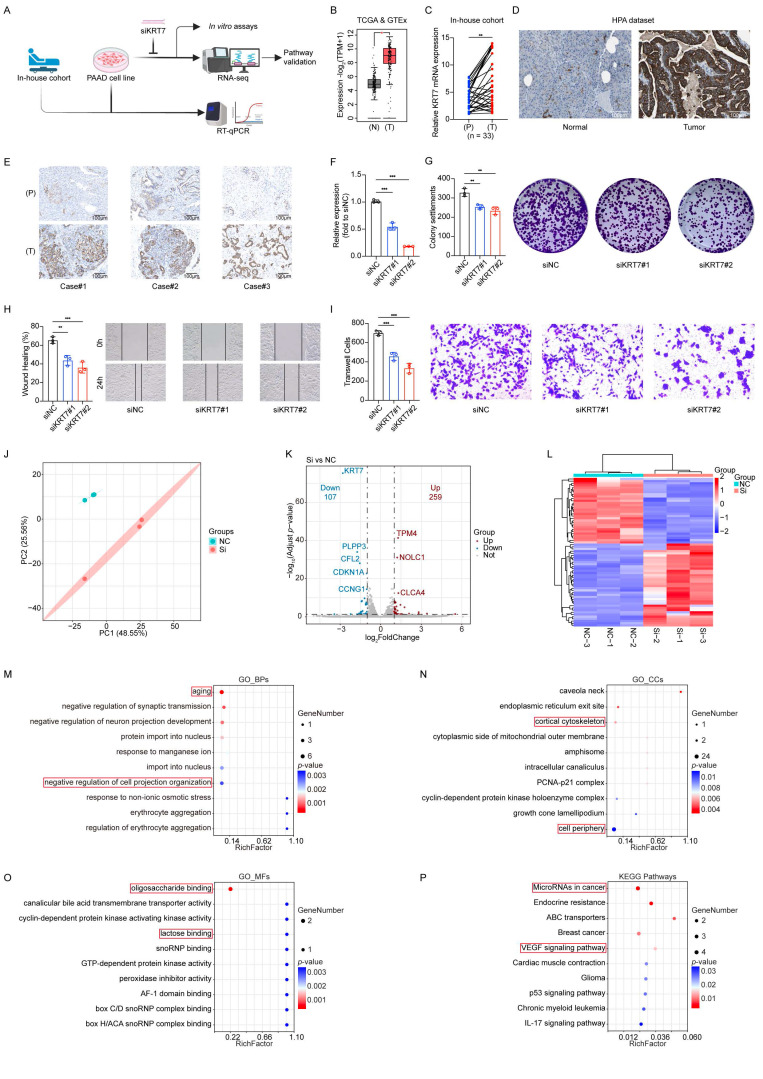
** Validation of the key factor *KRT7* in clinical cohorts and *in vitro* assays.** (**A**) Workflow for clinical cohort and *in vitro* assay validation. (**B**) Validation using TCGA & GTEx data. (**C**) Validation in the in-house cohort. T: Tumor, P: Paracancerous tissue. (**D**) Validation using the HPA dataset. (**E**) Representative IHC images. (**F**) RT-qPCR results showing *KRT7* knockdown efficiency in the CFPAC-1 cell line. (**G**) Colony formation assay results and corresponding statistical graph. (**H**) Wound healing assay results and statistical graph. (**I**) Transwell Matrigel invasion assay results and statistical graph. (**J**) Principal component analysis (PCA) component determination. (**K**) Volcano plot of differential analysis. (**L**) Heatmap of differential analysis. (**M**) GO BPs analysis. (**N**) GO CCs analysis. (**O**) GO MFs analysis. (**P**) KEGG enrichment analysis. Data are expressed as mean ± SD from three independent experiments. ****p ≤ 0.0001; ***p ≤ 0.001; **p ≤ 0.01; *p ≤ 0.05; n.s., no significant.

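Pearson correlations between libraries were computed over the log2 CPM of the genes tested (prior count 2). They lay between 0.991 and 0.992 among the si-Control libraries. Among the si-KRT7 libraries, replicates 1 and 3 had a correlation of 0.992, whereas replicate 2 had 0.982 with each of them, below the range of 0.983 to 0.986 between the groups. These correlations are across genes, which are not independent replicates. In the principal component analysis of the same values, the first component held 37.9% and the second 25.4% of the variance. On the first component si-KRT7 replicates 1 and 3 lay at 33.0 and 33.4 and the si-Control libraries between -23.3 and -13.2. Replicate 2 of si-KRT7 lay at -15.4, among the si-Control libraries, and at -41.3 on the second component, where the si-Control libraries lay between 11.5 and 14.6. No test was made on these values. No pair of libraries was a repeat of the same library: the mean chi-square per gene between the counts of a pair was 3.70 or more, where sampling noise alone gives a value near 1. From its enriched GO and KEGG terms the paper proposes roles for KRT7 in the cytoskeleton, in motility and in VEGF signaling (Fig. 6M-P). For motility and VEGF signaling it also reports wound healing, invasion and tube formation assays and blots, which were not analysed here.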

**Figure 7:**
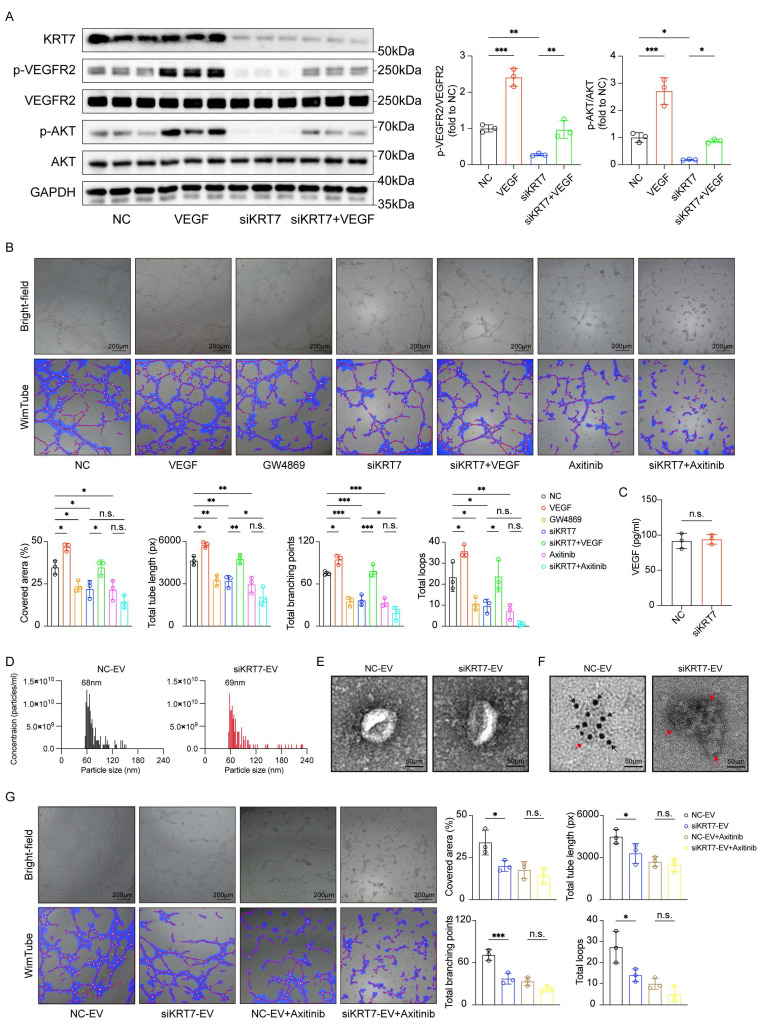
***KRT7* promotes angiogenesis in PAAD through VEGF/VEGFR signaling pathway.** (**A**) Western blotting analysis of protein levels of VEGF signaling pathway components in CFPAC-1 cells transfected with siKRT7 or NC, with or without VEGF treatment. Quantification of p-VEGFR2/VEGFR2 and p-AKT/AKT. (**B**) Representative images of endothelial tube-formation assays under different conditions. Bright-field images (top) and WimTube-analyzed images (bottom) are shown. Quantification of tube-formation parameters, including covered area, total tube lengths, total number of branching points, and total number of loops. (**C**) ELISA analysis for VEGF in CFPAC-1 cells. (**D**) Size distribution of EVs measured by Resistive Pulse Sensing (RPS). Average particle sizes of 68nm for EVs derived from CFPAC-1 cells transfected with NC (NC-EV, left) and 69nm for EVs derived from CFPAC-1 cells transfected with siKRT7 (siKRT7-EV, right) via RPS. (**E**) Representative TEM images of EVs isolated from NC-EV (left), and siKRT7-EV (right). Scale bar, 50 nm. (**F**) Immunoelectron microscopy analysis of *KRT7* in NC-EV (left) and siKRT7-EV (right). Scale bar, 50 nm. Red and black arrows indicate the EVs and *KRT7* carried by EVs after incubation with the anti-*KRT7* primary antibody and the corresponding species-specific colloidal gold conjugate, respectively. (**G**) Representative images of endothelial tube-formation assays following treatment with different EVs, with or without Axitinib. Bright-field images (top) and WimTube-analyzed images (bottom) are shown. Quantification of tube-formation parameters, including covered area, total tube lengths, total number of branching points, and total number of loops. Data are expressed as mean ± SD from three independent experiments. ****p ≤ 0.0001; ***p ≤ 0.001; **p ≤ 0.01; *p ≤ 0.05; n.s., non-significant.

## Data Availability

The datasets analyzed during the current study are available in ExoRbase (http://www.exorbase.org/), UCSC Xena (https://xenabrowser.net), GEO database (GSE62452_GPL6244, GSE78229_GPL6244, and GSE111672 https://www.ncbi.nlm.nih.gov/geo), and HPA dataset (https://www.proteinatlas.org). RNA-seq data are deposited on the National Center for Biotechnology Information (NCBI); accession numbers GSE283773 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE283773).

## Abbreviations

PAAD: Pancreatic adenocarcinoma
EVs: Extracellular vesicles
UVA: Univariate Cox regression analysis
LASSO: Least absolute shrinkage and selection operator
RNA-seq: RNA sequencing
miRNAs: microRNAs
EMT: Epithelial-mesenchymal transition
OS: Overall survival
DEGs: Differentially expressed genes
FC: Fold change
GO: Gene ontology
MFs: Molecular functions
CCs: Cellular components
BPs: Biological processes
KEGG: Kyoto Encyclopedia of Genes and Genomes
SNV: Single nucleotide variation
CNV: Copy number variation
RS: Risk score
HRG: High-risk group
LRG: Low-risk group
ROC: Receiver operating characteristic
MVA: Multivariate Cox regression analysis
TIME: Tumor immune microenvironment
ssGSEA: single-sample gene set enrichment analysis
DCs: Dendritic cells
NK: Natural killer
CR: Complete response
PR: Partial response
SD: Stable disease
PD: Progressive disease
IMDM: Iscove's Modified Dulbecco's Medium
FBS: Fetal bovine serum
P/S: Penicillin-streptomycin
DMEM: Dulbecco's Modified Eagle's Medium
IHC: Immunohistochemistry
NC: Negative control siRNA
KM: Kaplan‒Meier
HR: Hazard ratio
AUC: Area under the curve
IPF: Independent prognostic factor
DCA: Decision curve analysis
HPA: Human Protein Atlas
CACI: Charlson age comorbidity index
SR: Strain ratio
VM: Vasculogenic mimicry

# Supplementary material for: From Extracellular Vesicles-Related Genes to Angiogenesis: KRT7 as a Modulator of the VEGF/VEGFR signaling-dependent angiogenesis in Pancreatic Adenocarcinoma
**Source:** Int J Med Sci. 2026 May 1;23(6):2054–71. doi: 10.7150/ijms.129654
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

**Supplementary Materials for**

**From Extracellular Vesicles-Related Genes to Angiogenesis: KRT7**

**as a Modulator of the VEGF/VEGFR signaling–dependent**

**angiogenesis in Pancreatic Adenocarcinoma**

Tianyin Ma *et al.*

**This file includes:**

Figure S1 to S2

Table S1 to S7

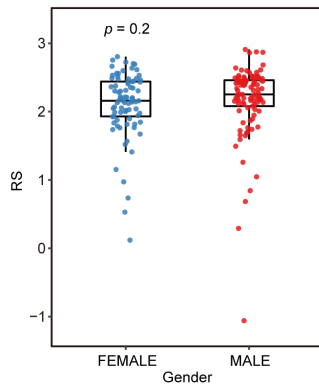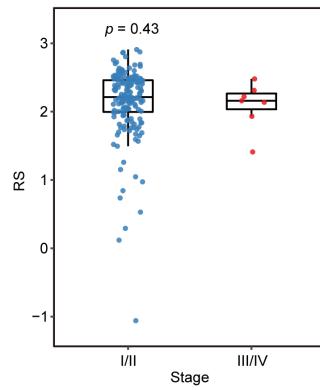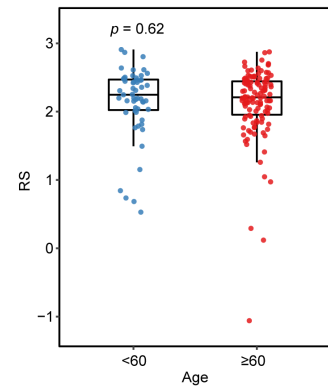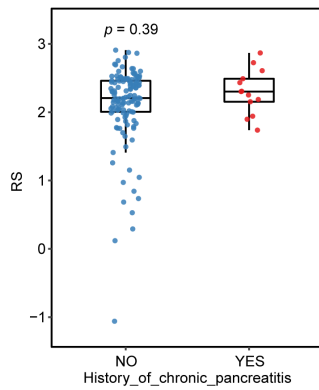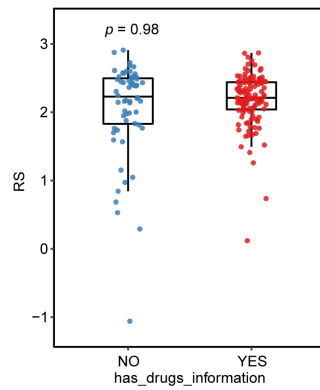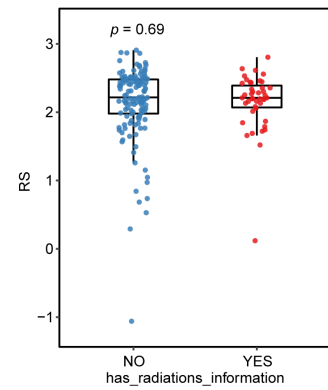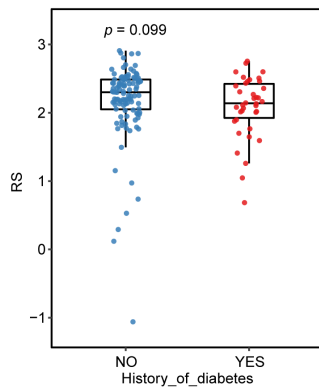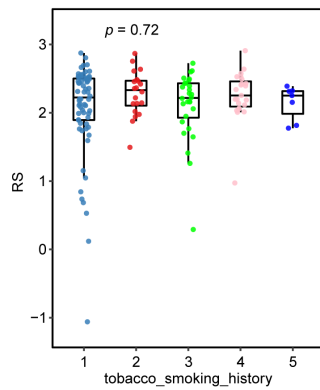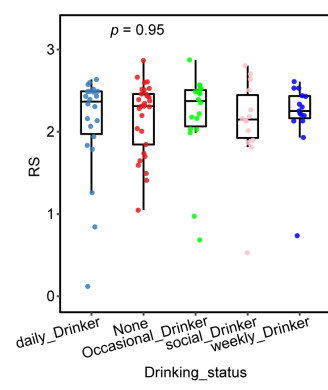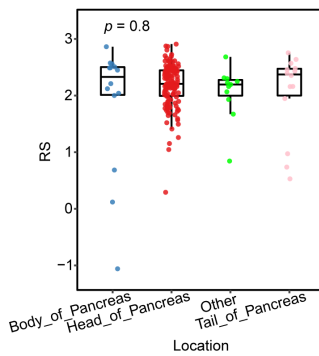

**Figure S1: Boxplots showing the association between RS and clinical features**

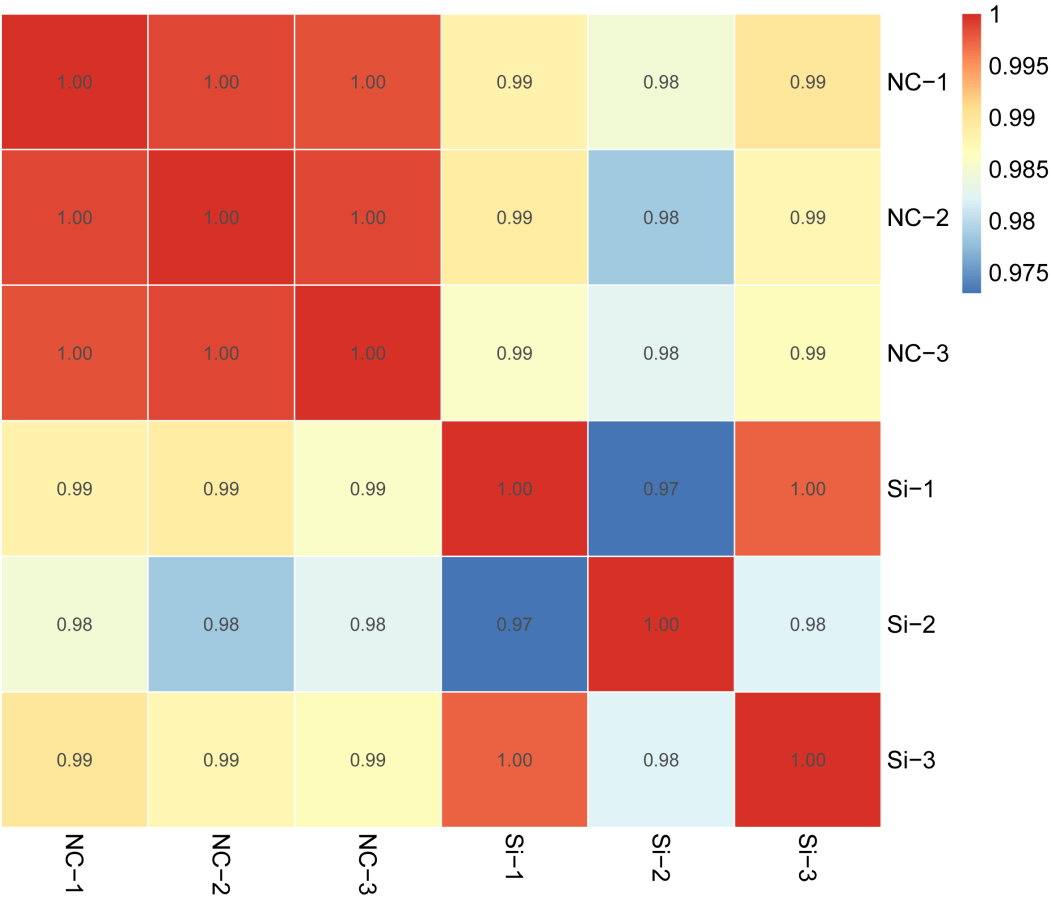

**Figure S2. Correlation analysis.**

**Table S1.** Clinical information table for the TCGA-PAAD training set.

| Characteristics                                  | N   | %    |
|--------------------------------------------------|-----|------|
| Age                                              |     |      |
| < 60                                             | 55  | 31   |
| ≥ 60                                             | 122 | 69   |
| Stage                                            |     |      |
| Stage I/II                                       | 167 | 94.3 |
| Stage III/IV                                     | 7   | 4.0  |
| Missing                                          | 3   | 1.7  |
| Race                                             |     |      |
| ASIAN                                            | 11  | 6.4  |
| BLACK OR AFRICAN AMERICAN                        | 6   | 3.5  |
| WHITE                                            | 155 | 90.1 |
| Gender                                           |     |      |
| Female                                           | 80  | 45.2 |
| Male                                             | 97  | 54.8 |
| Histological type                                |     |      |
| Pancreas-Adenocarcinoma Ductal Type              | 146 | 83.4 |
| Pancreas-Adenocarcinoma-Other Subtype            | 25  | 14.3 |
| Pancreas-Colloid (mucinous non-cystic) Carcinoma | 4   | 2.3  |
| Grade                                            |     |      |
| G1/G2                                            | 125 | 70.6 |
| G3/G4                                            | 50  | 28.2 |
| Missing                                          | 2   | 1.1  |
| Vital status                                     |     |      |
| Alive                                            | 85  | 48   |

|                         |     |      |
|-------------------------|-----|------|
| Dead                    | 92  | 52   |
| KRAS_Mutation           |     |      |
| No                      | 41  | 23.1 |
| Yes                     | 129 | 72.9 |
| Missing                 | 7   | 4    |
| TP53_Mutation           |     |      |
| No                      | 62  | 35   |
| Yes                     | 108 | 61   |
| Missing                 | 7   | 4    |
| Dringing_status         |     |      |
| Daily_Drinker           | 22  | 12.4 |
| Weekly_Drinker          | 15  | 8.5  |
| Social_Drinker          | 14  | 7.9  |
| Occasional_Drinker      | 18  | 10.2 |
| None                    | 29  | 16.4 |
| Missing                 | 79  | 44.6 |
| Tobacco_smoking_history |     |      |
| 1                       | 66  | 37.3 |
| 2                       | 20  | 11.3 |
| 3                       | 28  | 15.8 |
| 4                       | 23  | 13.0 |
| 5                       | 7   | 4.0  |
| Missing                 | 33  | 18.6 |
| History_of_diabetes     |     |      |

|                                 |     |      |
|---------------------------------|-----|------|
| No                              | 108 | 61.0 |
| Yes                             | 38  | 21.5 |
| Missing                         | 31  | 17.5 |
| History_of_chronic_pancreatitis |     |      |
| No                              | 128 | 72.3 |
| Yes                             | 13  | 7.4  |
| Missing                         | 36  | 20.3 |
| Location                        |     |      |
| Head_of_Pancreas                | 138 | 78.0 |
| Body_of_Pancreas                | 14  | 7.9  |
| Tail_of_Pancreas                | 11  | 7.9  |
| Other                           | 11  | 6.2  |
| Has_radiations_information      |     |      |
| No                              | 134 | 75.7 |
| Yes                             | 43  | 24.3 |
| Has_drugs_information           |     |      |
| No                              | 60  | 33.9 |
| Yes                             | 117 | 66.1 |

---

**Table S2.** Clinical information table for the GSE62452\_GPL6244 validation set.

| Characteristics | N  | %     |
|-----------------|----|-------|
| Stage           |    |       |
| Stage I/II      | 48 | 75.00 |
| Stage III/IV    | 16 | 25.00 |
| Grade           |    |       |
| G1/G2           | 34 | 53.13 |
| G3/G4           | 30 | 46.87 |
| RS              |    |       |
| Low             | 33 | 50.77 |
| High            | 32 | 49.23 |

**Table S3.** Clinical information table for the GSE78229\_GPL6244 validation set.

| Characteristics | N  | %     |
|-----------------|----|-------|
| Stage           |    |       |
| Stage I         | 4  | 8.16  |
| Stage II        | 45 | 91.84 |
| Grade           |    |       |
| G1/G2           | 26 | 54.17 |
| G3/G4           | 22 | 45.83 |
| RS              |    |       |
| Low             | 25 | 51.02 |
| High            | 24 | 48.98 |

**Table S4.** Sample information statistics.

| Dataset             | Tumor samples | Normal samples |
|---------------------|---------------|----------------|
| PAAD_ExoRbase       | 164           | 118            |
| TcgaTargetGtex-PAAD | 178           | 171            |
| GSE62452_GPL6244    | 65            | 0              |
| GSE78229_GPL6244    | 49            | 0              |

**Table S5.** Clinical data for in-house data.

| Characteristics            | N  | %    |
|----------------------------|----|------|
| Age                        |    |      |
| ≤ 60                       | 17 | 51.5 |
| ≥ 60                       | 16 | 48.5 |
| Sex                        |    |      |
| Female                     | 12 | 36.4 |
| Male                       | 21 | 63.6 |
| Smoking                    |    |      |
| Never                      | 24 | 72.7 |
| Ever                       | 9  | 27.3 |
| Drinking                   |    |      |
| Never                      | 31 | 93.9 |
| Ever                       | 2  | 6.1  |
| Histologic differentiation |    |      |
| Low                        | 10 | 30.3 |
| Moderate and high          | 23 | 69.7 |
| Tumor stage                |    |      |
| T1+T2                      | 25 | 75.8 |
| T3+T4                      | 8  | 24.2 |
| Nodal stage                |    |      |
| N0                         | 5  | 15.2 |
| N1-2                       | 28 | 84.8 |
| Metastatic stage           |    |      |
| MX/M0                      | 32 | 97.0 |
| M1                         | 1  | 3.0  |

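The siRNA rows list each duplex as a pair of strands named F and R. In the negative control siNC, F is UUCUCCGAACGUGUCACGU and R is ACGUGACACGUUCGGAGAA, and all 19 positions of the strands are complementary when R is read in reverse. In siKRT7#1, F is CCGUGAAUAUCUCUGUGAUGA and R is UCAUCACAGAGAUAUUCACGG, and in siKRT7#2, F is CCUGAAUGAUGAGAUCAACUU and R is AAGUUGAUCUCAUCAUUCAGG. Both KRT7 duplexes are complementary at all 21 positions. Strand F holds 52.6% G and C bases in siNC, 42.9% in siKRT7#1 and 38.1% in siKRT7#2. A siRNA directs the cell's RNA-induced silencing complex to transcripts that match its guide strand, which lowers their level. Which KRT7 duplex was used for the sequenced libraries is not named in the paper's text.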

**Table S6.** All primer and siRNA sequences.

| Name           | Sequence (5'-3')       |
|----------------|------------------------|
| <i>KRT7-F</i>  | CGGCATCATCGCTGAGGTCAA  |
| <i>KRT7-R</i>  | GCCTGGAGGGTCTCAAACCTTG |
| <i>GAPDH-F</i> | ACCACAGTCCATGCCATCAC   |
| <i>GAPDH-R</i> | TCCACCACCCTGTTGCTGTA   |
| siNC-F         | UUCUCCGAACGUGUCACGU    |
| siNC-R         | ACGUGACACGUUCGGAGAA    |
| siKRT7#1-F     | CCGUGAAUAUCUCUGUGAUGA  |
| siKRT7#1-R     | UCAUCACAGAGAUAUUCACGG  |
| siKRT7#2-F     | CCUGAAUGAUGAGAUCAACUU  |
| siKRT7#2-R     | AAGUUGAUCUCAUCAUUCAGG  |

**Table S7.** Antibody information.

| Name                                                 | Supplier    | Catalog Number |
|------------------------------------------------------|-------------|----------------|
| Cytokeratin 7-specific Polyclonal antibody           | proteintech | 17513-1-AP     |
| HRP-conjugated Goat Anti-Rabbit IgG(H+L)             | proteintech | SA00001-2      |
| HRP-conjugated GAPDH Mouse mAb                       | ABclonal    | AC035          |
| Pan-Akt Rabbit mAb                                   | ABclonal    | A22412         |
| Phospho-Akt-S473 Rabbit mAb                          | ABclonal    | AP1208         |
| VEGFR2/CD309 Rabbit mAb                              | ABclonal    | A25502         |
| Phospho-VEGF Receptor 2-Y1175 Rabbit pAb             | ABclonal    | AP0382         |
| 10 nm gold-conjugated anti-rabbit secondary antibody | Solarbio    | K1034G-G35     |

How the deposited data were processed for this re-analysis (not part of the article)

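RNA-seq of CFPAC-1 cells transfected with si-KRT7 or si-Control was analysed, with 3 libraries in each group. The authors deposited whole-number read counts per gene and library, without normalization. The paper refers to earlier literature for the procedure, and its text does not name the aligner, the counting tool, the genome build or the annotation. No per-sample column of the table was left unused. Total counts lay between 31932572 and 36315802 in the si-Control libraries (median 34728673) and between 28208896 and 36218243 in the si-KRT7 libraries (median 30214594).

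The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 15736 of 30543, normalized with TMM and tested with glmQLFit and glmQLFTest and Benjamini-Hochberg adjustment over the genes tested. The limits were an adjusted p of 0.05 and an absolute log2 fold change of 1, which the paper states for its cohort comparisons. The standard error of a log2 fold change was derived as its size divided by the square root of the F statistic and is approximate. Correlations and principal components used log2 CPM with a prior count of 2. The alternatives were DESeq2 1.42.0 and its size factors, library size without a composition factor, limma 3.58.1 with voom and with sample quality weights, a robust fit, other filters on low counts, each library left out, the replicate number as a block, unadjusted p-values and glmTreat against a log2 fold change of 0.5. These, the groups, the tests and the limits were chosen before the data were examined.

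The edgeR quasi-likelihood test, the DESeq2 Wald test and limma-voom were run on simulated counts with the means and library sizes of the real libraries and 200 changed genes, and camera on a simulated list of 130 genes. The other alternatives were not run on simulated counts. At the common dispersion of the 6 libraries (biological coefficient of variation 0.130), edgeR recovered 85.5% of genes changed 2-fold and 96.0% of genes changed 4-fold among 15526 and 15508 genes tested. The genes changed 2-fold had a median absolute log2 fold change of 1.02, close to the limit of 1. The 85.5% therefore does not give the share that would pass both limits. Simulated genes shared that common dispersion, so these shares do not cover genes that vary more. Every simulated library shared it as well, so the shares do not cover a single library that deviates. Without si-KRT7 replicate 2 the biological coefficient of variation of the real libraries was 0.0485.

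The identifiers named were to be KRT7, genes the paper discusses and, in each direction, the 5 genes with the largest log2 fold change among those past both limits with a mean of at least 50 counts per library and no overlap between the groups. There were 38 such genes, 20 higher and 18 lower. The table lists Ensembl identifiers only, and 0 of them matched the gene name tables used here, which are those of the mouse. Genes were therefore not named, and of the rule's genes the first 2 in each direction are given. For the same reason KRT7, the genes labelled in Fig. 6K, the 12 gene lists written before the data were examined, and any check of GC content or gene length were not analysed here, and no data are given beside the paper's GO and KEGG terms. Cell-cycle marker lists supplied by identifier in scran 1.30.0 were used for a test of their own. The patient cohorts, RT-qPCR, blots and tube formation assays were not analysed here.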

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

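The numbers of genes in si-KRT7 against si-Control cells were 46 past both limits (23 higher, 23 lower) and 325 with an adjusted p under 0.05. All stayed within 1.5 times of these with DESeq2's size factors, library size only, limma-voom, the robust fit and the filter of at least 10 counts in every library. They did so too in 4 fits added after seeing the data: limma-trend, cyclic loess, without the 100 most abundant genes and with libraries thinned to equal depth.

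The DESeq2 Wald test gave 84 genes past both limits (51 higher, 33 lower) and 922 with an adjusted p under 0.05, and 45 of its 84 were among the 46. With sample quality weights, limma-voom gave 443 (283 higher, 160 lower) and 6858. Without a filter on counts, 154 genes passed both limits (98 higher, 56 lower) and 1347 the adjusted p. With glmTreat against a log2 fold change of 0.5, 6 genes passed both limits (2 higher, 4 lower). An unadjusted p under 0.05 in edgeR, with the fold change limit kept, gave 274 genes (177 higher, 97 lower). With that limit too, the DESeq2 Wald test with an unadjusted p, added after seeing the data, gave 366 (259 higher, 107 lower). Of these 366, 84 had an adjusted p under 0.05, 90 had one at or over it, and 192 had none because DESeq2 gave NA. Apart from the p-value limits, which act by construction, the cause was not tested.

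Across the 6 fits that each left out a library, the number past both limits ran from 6 to 356, the number higher from 2 to 215, the number lower from 4 to 141, and the number with an adjusted p under 0.05 from 6 to 6944. Every highest value came from the fit without si-KRT7 replicate 2, where the biological coefficient of variation was 0.0485 against 0.130 with all 6 libraries. Of the 46 genes, 43 were among its 356. The lowest values came from fits without a si-Control library.

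With the replicate block, 25 genes passed both limits (13 higher, 12 lower) and 76 the adjusted p, and 24 of the 25 were among the 46. The deviations of same-numbered libraries from their group means had correlations of 0.0520, -0.0798 and -0.0728 across genes, which gave no sign of pairing. The si-KRT7 means include replicate 2, which lay apart, and this weighs on each value. Pairing is therefore not excluded by this check.

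Only the real split of the 10 splits of the 6 libraries into 3 and 3 gave as many genes past both limits, as many higher, as many lower or as many with an adjusted p under 0.05, which is 1 of the 10 splits in each case. The largest number with an adjusted p under 0.05 in another split was 1. With 10 splits the share cannot fall under 0.1, so a chance split cannot be told apart by this count.

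ENSG00000135480 and ENSG00000162407 passed both limits in all 20 alternatives run for them, with an adjusted p of at most 0.0136 and 0.0189. ENSG00000268104 did not pass in 6 and ENSG00000137745 not in 4 of their 20, with the same direction throughout and an adjusted p of up to 0.15 and 0.10. The fits in which they did not pass were glmTreat and fits that left out a library other than si-KRT7 replicate 2.

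The lowest correlation among si-KRT7 libraries, 0.982, was 0.972 on CPM without log. The share of variance on the first principal component, 37.9%, was 63.2% on CPM without log and 46.3% with at least 10 counts in every library. The cause was not tested. The alternatives planned for KRT7, for the other named genes of the paper and for the gene list tests and overlaps were not run, because the identifiers were not paired with gene names here.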

Differences from the paper's values

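The paper's Fig. 6K shows about 260 genes higher in si-KRT7 cells, read by eye, against 23 here, and about 110 genes lower, against 23 here. Of the alternatives set before the data were examined, 3 came within 1.5 times of both values: limma-voom with sample quality weights (283 higher, 160 lower), the fit without si-KRT7 replicate 2 (215 higher, 141 lower) and an unadjusted p under 0.05 in edgeR (177 higher, 97 lower). The others, among them the DESeq2 Wald test with its adjusted p (51 higher, 33 lower), did not. The DESeq2 Wald test with an unadjusted p under 0.05 and the same fold change limit, a combination chosen after seeing the values, gave 259 higher and 107 lower, while the vertical axis of Fig. 6K is labelled as an adjusted p.

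The lowest correlation between si-KRT7 libraries is about 0.97 in the paper's Fig. S2, read by eye, and was 0.982 here on log2 CPM. On CPM without log, an alternative set before the data were examined, it was 0.972. The Spearman correlation (0.984) and the filter of at least 10 counts in every library (0.982) did not close the gap.

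In Fig. 6K the gene with the smallest adjusted p, labelled KRT7, is lower in si-KRT7 cells. Here the smallest p in edgeR's quasi-likelihood test belonged to a gene that was higher, tied with ENSG00000135480 at an adjusted p of 4.36e-04. The latter, which was lower, ranked 2 by p in edgeR and 1 in the DESeq2 Wald test, and whether it is KRT7 was not established here.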

Other observations

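The tests of technical explanations for si-KRT7 replicate 2 were chosen only after its position was seen, and the cell-cycle tests were written down before their result, apart from a reading named with its values.

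Replicate 2 of si-KRT7 shared little of the change seen in replicates 1 and 3. The log2 ratio of each si-KRT7 library to a si-Control library was correlated across 15736 genes with the ratio of another si-KRT7 library to a different si-Control library, so that no control was shared. The mean correlation was 0.452 between replicates 1 and 3, 0.0913 between 1 and 2, and 0.121 between 2 and 3. Yet ENSG00000135480, with the largest decrease among genes that met the count limit, fell to 18.3% of si-Control in replicate 2, near the 12.2% and 12.6% of replicates 1 and 3.

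The tables argue against several technical explanations as the whole cause. Depth was tested by thinning every library to the smallest total: the 6 libraries then gave 311 genes with an adjusted p under 0.05 in edgeR, against 6781 without replicate 2. Leaving out the 100 most abundant genes gave 337 against 6861. Cyclic loess, which removes trends with abundance, gave 311 against 6904 with limma. A si-Control library under the wrong label would differ from the si-Control libraries as little as these differ from each other, but the lowest mean chi-square per gene between replicate 2 and a si-Control library was 33.0, and the highest among si-Control libraries was 5.48. In a mixture of si-KRT7 and si-Control RNA, every gene would lie at the same fraction of the way between the groups. Over the 771 genes with an adjusted p under 0.05 and an absolute log2 fold change over 0.5 without replicate 2, and a log2 CPM over 4, the fraction had a median of 0.126 and an interquartile range of 0.556, and 34.9% of the genes lay below 0, whereas 100 simulated uniform mixtures gave an interquartile range of at most 0.183.

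Another cell-cycle state remains open. The mean log2 ratio of the G2/M marker list lay 0.0379 below the nearer of the other si-KRT7 libraries in replicate 2, just within the range of 0.0384 among the si-Control libraries. The gap of replicate 2 was 0.0109 for the G1 list and 0.0218 for the S list, within the si-Control ranges of 0.0227 and 0.0325. All 3 lists thus met what had been written down for the case that the cell cycle is not the cause. The explanation was nevertheless left open, a reading chosen after these values were seen, because the margin of the G2/M list is small. A separate transfection, library batch or siRNA duplex, GC content and gene length, and RNA from another cell type also stay open, as untested: the labels give no batch or duplex, and no human annotation was used here.

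A hypothesis that si-KRT7 lowers the share of dividing cells was tested with the 3 marker lists. The G2/M list (111 genes tested) fell by 0.0379 on the log2 scale on average and was lower in 3 of 3 si-KRT7 libraries than the si-Control mean. It lay at -0.0250, -0.0633 and -0.0254 in si-KRT7 replicates 1, 2 and 3, and at 0.0146, 0.00922 and -0.0238 in those of si-Control. The fall was thus largest in replicate 2, while si-KRT7 replicates 1 and 3 lay barely below si-Control replicate 3. Limma's camera with a preset correlation of 0.01 gave it p = 0.0415 (adjusted p = 0.0622 over the 3 lists), and the two-sided exact permutation test of the list means gave p = 0.1, the smallest that 3 libraries against 3 allow. The S list (119 genes) did not fall, with a mean of 0.0267 (camera p = 0.823, exact permutation p = 0.2). The G1 list (110 genes) had a mean of -0.0487 (camera p = 0.0329, adjusted p = 0.0622, exact permutation p = 0.1). With an estimated correlation camera gave 0.0489 for G2/M and 0.0369 for G1, and fry gave 0.0140 and 0.00106, without adjustment. For the S list the unadjusted fry p was 0.491. No list passed the adjusted limit in camera, whereas fry gave smaller p-values for G2/M and G1, which were not adjusted over the 3 lists. The outcome for these 2 lists therefore depends on the test, and the S list did not fall. The hypothesis is thus not borne out by these libraries and is not excluded by them.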
